A study of Mus musculus with 12 samples. Its data were reported in "Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils" (2023).

How the data were processed

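RNA sequencing was performed on basophils grown from bone marrow of wild-type C57BL/6J mice in culture for 7 days with recombinant interleukin-3 (IL-3, 0.3 ng/mL) or thymic stromal lymphopoietin (TSLP, 1 µg/mL). The labels give the TSLP dose in different units in different places, and the value of the treatment protocol is used here. Bone marrow-derived basophils (BMBAs) of each culture were sorted into FcεRIαhi CD49blo cells, called immature here and pre-basophils in the study, and FcεRIαlo CD49bhi cells, called mature. CD49b is the product of Itga2, and FcεRIα that of Fcer1a. This gave 4 groups of 3 libraries: IL-3 immature, IL-3 mature, TSLP immature and TSLP mature. Per the labels, RNA was isolated with a small-input column kit and polyadenylated RNA was sequenced on an Ion Proton instrument. Per the methods of the study, mRNA was captured on oligo(dT) beads and the cDNA was amplified by PCR as a whole transcriptome before fragmentation.

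The values used are raw counts per gene, which the authors deposited as a single table with 1 column per library. Per the methods of the study, adapters were trimmed with Cutadapt, reads were aligned with Bowtie2 to mouse reference RNA of the GRCm38 assembly, and reads were counted per gene. The deposited table lists genes by symbol. How reads that fit several transcripts were counted, whether strand was used, and whether reads were collapsed by molecular identifiers are not given in the sources used here. Alignment to transcripts in place of the genome leaves reads of near-identical copies open to either gene, and genes that overlap on opposite strands cannot be separated unless strand was used. The table also held 1 unnamed row that equalled the sum of all others in every library, that is, 50% of each column. It was left out of library sizes and tests. All 12 columns carried the name of 1 sample, and 0 were left unmapped.

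The table held 31301 gene symbols, of which 22634 had a count in at least 1 library and 8667 had none. Library totals ran from 1720065 to 3685285 counts. For a total of this size, counting error on a share of 17.3% is below 0.1 percentage points (95% Wilson interval 17.3% to 17.4% in TSLP mature 1). A group with no counts for a gene was set to a floor of 3 counts over the group, which was 0.35 CPM (counts scaled by the effective library size, that is, after TMM normalisation) in IL-3 immature, 0.386 in IL-3 mature, 0.34 in TSLP immature and 0.286 in TSLP mature cells. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

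Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 10861 genes holding 99.5% to 99.7% of the counts. Libraries were scaled by the trimmed mean of M values (TMM). A single fit held 1 mean for each of the 4 groups over all 12 libraries, without a block, so that all comparisons shared 1 estimate of the spread between replicates. The common biological coefficient of variation was 20.4%. p values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called differentially expressed. The comparisons were immature against mature cells within each cytokine, TSLP against IL-3 within each stage, TSLP mature against IL-3 immature cells, the difference of the maturation effect between cytokines (the interaction), and any difference among the 4 groups. A positive log2 fold change means higher in the group named first. For the interaction it means that the immature minus mature difference was more positive in TSLP than in IL-3 cultures. Gene values are TMM-normalised CPM, given as mean ± SD over 3 libraries, and log2 fold changes carry their standard error. Fold values of single genes were computed as ratios of counts over effective library sizes, with 95% exact binomial intervals.

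The genes named were fixed before the data were examined, by a rule with these parts. The first part is a list of 26 genes of sorting markers and granule proteins, cytokine receptors, and cytokine and IgE signalling. The second part takes, for each of the 4 comparisons within a cytokine or stage and for the interaction, the 3 genes with the largest log2 fold change in each direction among called genes with a mean of at least 10 CPM. In the pairwise comparisons the 3 libraries of one group also had to lie above the 3 of the other, a separation that chance gives to 10% of unchanged genes. Members of the STAT5 list named below were chosen after their values were seen.

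Libraries were clustered on log2 CPM (prior count 2) by average linkage with 1 minus Pearson r as the distance. They were placed by multidimensional scaling, in which the distance of each pair of libraries rests on the tested genes that differed most between that pair. Each library was also placed on a maturation axis running from the IL-3 immature mean (position 0) to the IL-3 mature mean (position 1) over the genes called in that comparison. IL-3 libraries were placed on an axis refitted without them. Lists of S phase, G2/M phase, and STAT5 feedback and target genes were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), beside fry and camera with an estimated correlation. Of these lists, 42 of 43, 54 of 54 and 12 of 12 genes were tested. Marker lists of mast cells, neutrophils, macrophages and dendritic cells, eosinophils, B cells and erythroid cells were summed per library as CPM of the library total. Single values were compared by exact two-sided permutation tests, for which 3 against 3 libraries cannot give a p below 0.1.

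Alternatives tried were the size factors of DESeq2, TMM recomputed over 3 rounds on genes with a 4-group adjusted p of 0.1 or more, no filter, a filter of 10 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, thinning of all libraries to the smallest total, the replicate number as a block, the 6 compared libraries alone, and each library left out in turn. Leaving out ribosomal RNA and mitochondrial genes was added after the data were seen. The differential expression fit was tested on simulated counts in which 200 genes were changed in IL-3 immature libraries, and the maturation axis on counts simulated at known positions. For immature against mature cells in IL-3 cultures, 79.5% of these were recovered among 10483 genes tested, and 4.22% of calls were false. For the interaction, 60% were recovered (93% of those changed 4-fold) among 10483 genes, with 6.98% false calls, and for the 4-group test 84% among 10483 genes, with 7.69% false calls. In the unchanged TSLP comparison 0 genes were called. Far fewer genes were changed in this simulation than were called in the data (200 against 5020 for IL-3 maturation), and none by more than 4-fold. These rates therefore need not hold for the real comparisons, and they do not test the scaling where so many genes change. Simulated positions of 0.25 and 0.75 on the maturation axis came out as 0.272 and 0.746 over 5170 genes.

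Coordinates are those of GENCODE M21 on GRCm38, the assembly named in the methods of the study. Of the symbols, 23913 were found in GENCODE, 28580 in RefSeq, and 2196 in neither. Shared sequence was measured as the share of 50-base stretches of a gene's transcripts that another gene's transcripts also hold. Plots were drawn with matplotlib 3.10.9.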

Results

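To compare basophils elicited by IL-3 with those elicited by TSLP at matched stages of maturation, polyadenylated RNA was sequenced from sorted immature (FcεRIαhi CD49blo) and mature (FcεRIαlo CD49bhi) BMBAs of both cultures, with 3 libraries in each of the 4 groups. The study asked whether TSLP-elicited basophils, whose behaviour on stimulation recalled that of pre-basophils, resemble mature or immature IL-3-elicited cells in their transcriptome. Total counts ranged from 1720065 to 3228981 in IL-3 immature, from 2381782 to 2916543 in IL-3 mature, from 2659907 to 3447881 in TSLP immature and from 3568166 to 3685285 in TSLP mature libraries. Between 14494 and 16256 genes had at least 1 count in a library.

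Ribosomal RNA (Rn45s, Rn18s and Rn28s1 together) took 20.9% ± 5.41 of the counts in IL-3 immature, 21.7% ± 2.44 in IL-3 mature, 36.8% ± 2.88 in TSLP immature and 27.8% ± 9.26 in TSLP mature libraries (mean ± SD, n = 3). The share was higher in the 6 TSLP libraries (32.3% ± 7.86) than in the 6 IL-3 libraries (21.3% ± 3.78; exact two-sided permutation test, p = 0.0152). This test takes all 12 libraries as independent and ignores the stage. If both fractions were sorted from the same cultures, only 3 cultures per cytokine are independent, for which p cannot be below 0.1. TSLP mature 1 had the lowest share of the TSLP libraries, 17.3% (95% Wilson interval 17.3% to 17.4%). Counts of replicates differed by more than sampling noise in every pair. Chi-square per degree of freedom was 2.10 to 13.1 in pairs without TSLP mature 1. It was 43.0 and 53.7 in the pairs of TSLP mature 1 with TSLP mature 2 and 3. No library was therefore another library of its group sequenced again. Separately prepared libraries of the same RNA are not excluded, since reads are not independent molecules. Pairs across groups were not tested.

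The 4-group test called 6605 of 10861 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Hierarchical clustering on these genes, or on all tested genes, first separated mature from immature libraries irrespective of the cytokine, and a division into 4 clusters returned the 4 groups. Mean Pearson r of log2 CPM between libraries, computed across genes, was 0.91 between TSLP mature and IL-3 mature cells, 0.88 between TSLP mature and TSLP immature cells, and 0.78 between TSLP mature and IL-3 immature cells. It was 0.92 between TSLP immature and IL-3 immature cells, and 0.80 between IL-3 immature and IL-3 mature cells. Within groups it was 0.94 to 0.97. In multidimensional scaling on the genes that differed most between each pair of libraries, dimension 1 held 58.5% of the variance and separated the stages. Dimension 2 held 17.7% and separated the cytokines. Both shares refer to these distances and not to all tested genes.

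**Figure D1:**
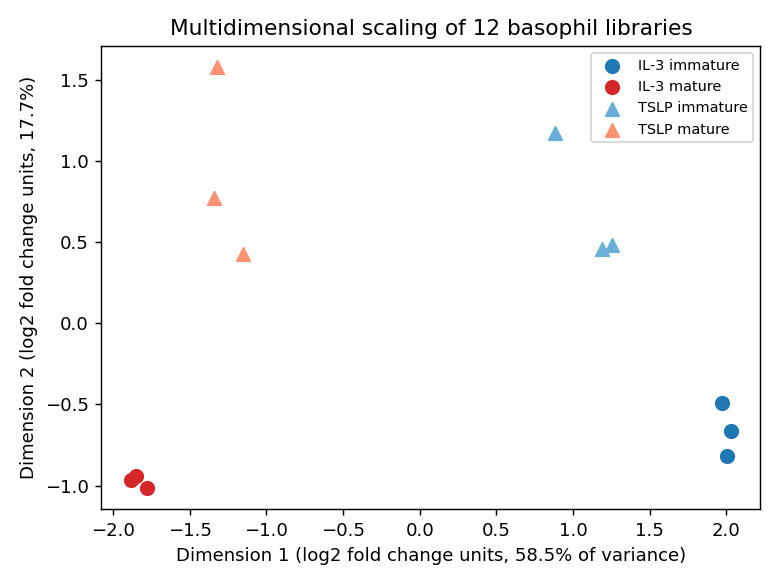
Multidimensional scaling of the 12 libraries on log2 CPM of the tested genes that differed most between each pair of libraries. Dimension 1 (58.5% of the variance) is on the x axis and dimension 2 (17.7%) on the y axis. Each point is 1 library, and both TSLP groups lie between the IL-3 groups along dimension 1 and apart from them along dimension 2.

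Which genes change as IL-3-elicited basophils mature was examined first. Between IL-3 immature and IL-3 mature cells, 5020 genes were differentially expressed, 2404 higher in immature and 2616 higher in mature cells, and 3293 of them changed at least 2-fold. The alternative that moved this count most was a filter of 10 CPM in 3 libraries, under which 4179 genes were called. More genes were higher in immature cells with the size factors of DESeq2 (2591 against 2351). Among the genes with the largest changes, Bub1 (chromosome 2, 127801122 to 127831865, minus strand) had 427 counts in IL-3 immature and 0 in IL-3 mature cells and was at least 129-fold higher in the former. Pbk (chromosome 14, 65805837 to 65817822, plus strand) was at least 107-fold and Pimreg (chromosome 11, 72042032 to 72047370, plus strand) at least 77.6-fold higher in immature cells. In the other direction, Wdr95 (chromosome 5, 149528679 to 149611894, plus strand) had 1 count in IL-3 immature and 365 in IL-3 mature cells, a ratio of 403 (95% interval 71.9 to 16000) whose fitted log2 fold change moved from -8.20 to -10.11 without IL-3 immature 3 and to -7.57 without IL-3 immature 2. Amigo2 (chromosome 15, 97244125 to 97247287, minus strand) was 70.1-fold (33.7 to 175) and Kbtbd11 (chromosome 8, 15011025 to 15033333, plus strand) 65.7-fold (25.3 to 243) higher in mature cells. Exons of Amigo2 and Kbtbd11, and of Angpt1, Mpo, Tgm2, Pilrb1, Dpp4, Adam19, E2f7, Cd9, Il3ra and Cish named below, overlap genes on the opposite strand, from which their reads are not separated unless counting used strand.

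In TSLP cultures, 2731 genes differed between the stages, 1328 higher in immature and 1403 higher in mature cells, and 1552 changed at least 2-fold. The count was 1774 without TSLP immature 1. More genes were higher in immature cells under most alternatives, with 1364 against 984 under a filter of 10 CPM and 2095 against 1361 without TSLP mature 1. LOC102636203, for which no coordinates are used here, had 345 counts in TSLP immature and 0 in TSLP mature cells and was at least 137-fold higher in the former. Angpt1 (chromosome 15, 42424723 to 42676977, minus strand) was 55.5-fold (31.5 to 108) and Mpo (chromosome 11, 87793581 to 87804413, plus strand) 49.5-fold (39.1 to 63.5) higher in immature cells. Higher in mature cells were Wdr95 by 41.1-fold (18.7 to 113), Ngp by 17.6-fold (12.1 to 26.5) and Chil3 by 16.7-fold (12.8 to 22.1). The call for Ngp rested on TSLP mature 1, at 154.1 CPM against 5.11 and 5.23 in the other TSLP mature libraries. Without TSLP mature 1, the log2 fold change of Ngp went from -4.05 to -0.55 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.395), that of Mpo from 5.65 to 8.18 and that of Chil3 from -4.01 to -3.17. Chil3 shares 29.4% of its 50-base stretches with Chil4 and Gm6522.

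Whether maturation has the same effect in both cultures was then asked directly. Of the genes called in both cultures, 2348 of 2350 changed in the same direction, while 2670 were called in IL-3 only and 381 in TSLP only. The log2 fold changes of the 10861 genes were correlated across genes, which are not independent replicates (Pearson r = 0.84, Spearman rho = 0.80). In differences of log2 CPM r was 0.853, and of the 20 relabellings of the TSLP libraries only the real one gave a value as large (next 0.604; permutation p = 0.05, the smallest possible). The slope of TSLP effects on IL-3 effects was 0.54, and the median absolute log2 fold change was 0.66 in IL-3 and 0.43 in TSLP cultures. The interaction was significant for 455 genes, of which 451 were also called in IL-3 cultures. The effect was weaker in TSLP than in IL-3 cultures, in the same direction, for 418 of the 455, 210 of them higher in immature and 208 higher in mature IL-3-elicited cells. Among the 455, 2 genes were called in both cultures with opposite directions, and 4 genes called in TSLP cultures had the larger effect there. The number of genes with a significant interaction depended on single libraries and was 240 and 284 without IL-3 mature 2 and 3, 267 without IL-3 immature 2, 282 and 273 without TSLP immature 1 and 2, and 723 without TSLP mature 1.

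**Figure D2:**
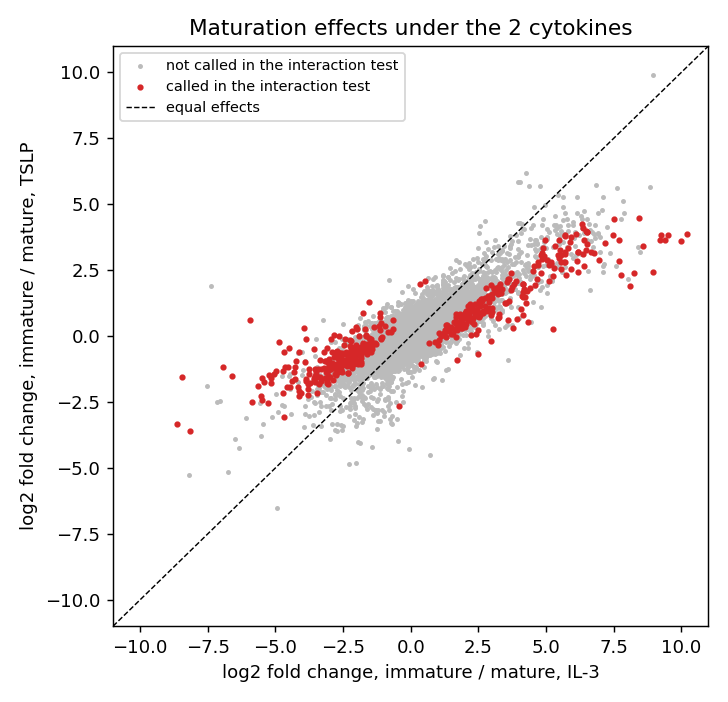
Log2 fold change of immature against mature cells for each tested gene, in IL-3 cultures on the x axis and in TSLP cultures on the y axis. The 455 genes with a significant interaction are in red and the dashed line marks equal effects, which most red points miss towards the smaller TSLP effect.

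On the maturation axis defined by the 5020 genes of the IL-3 cultures, IL-3 immature libraries lay at 0.034 ± 0.015 and IL-3 mature libraries at 0.966 ± 0.02 (mean ± SD, n = 3). TSLP immature libraries lay at 0.244 ± 0.027 (range 0.22 to 0.273) and TSLP mature libraries at 0.817 ± 0.039 (0.772 to 0.847). The 3 TSLP mature libraries were all above the 3 TSLP immature ones, and each TSLP group lay inside the IL-3 group of its stage without overlap (exact two-sided permutation tests, p = 0.1 each, the smallest value that 3 against 3 libraries allow). The position of TSLP immature libraries moved most without IL-3 immature 3, to 0.269, and that of TSLP mature libraries with a prior count of 0.5, to 0.79.

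**Figure D3:**
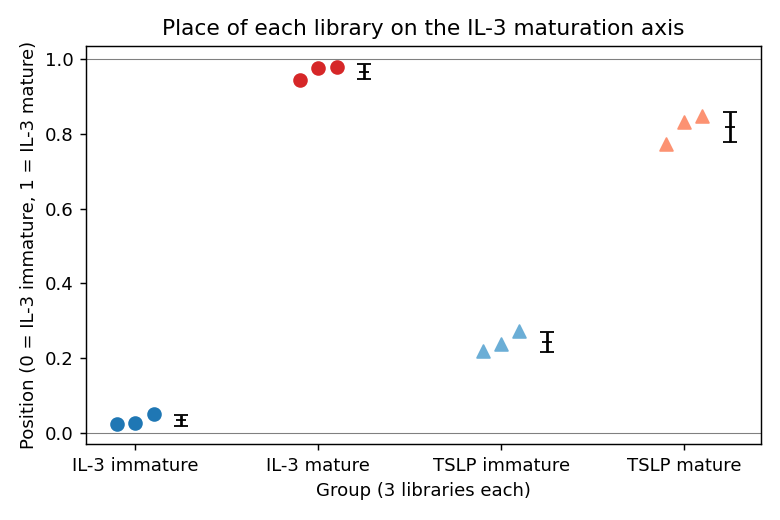
Position of each library on the axis from the IL-3 immature mean (0) to the IL-3 mature mean (1), without unit, by group. Points are libraries and bars are mean ± SD (n = 3), and the TSLP groups lie at 0.244 and 0.817.

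Cytokine effects were compared within each stage. Between TSLP mature and IL-3 mature cells 2634 genes differed (1345 higher and 1289 lower in TSLP), and between TSLP immature and IL-3 immature cells 1443 (802 higher and 641 lower). The former count was 1658 without IL-3 mature 2, and the latter 710 and 738 without IL-3 immature 1 and 2, and 939, 955 and 588 without TSLP immature 1, 2 and 3. For comparison, TSLP mature and IL-3 immature cells differed in 5492 genes (2937 higher and 2555 lower in TSLP mature). In each of these comparisons the larger number was on the other side when TMM was recomputed on uncalled genes, with 1021 higher and 1491 lower in the first, 667 and 712 in the second, and 2530 and 2845 in the third. Of 704 genes called in both stages, 641 changed in the same direction with TSLP and 63 in opposite directions, and the effects were less closely correlated across genes (Pearson r = 0.44, Spearman rho = 0.43) than the maturation effects.

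In mature cells, Cd79b (chromosome 11, 106311341 to 106314762, minus strand) was 33.1-fold (15.9 to 83.1), Stmn1 7.94-fold (5.22 to 12.6) and Tgm2 (chromosome 2, 158116402 to 158146436, minus strand) 6.82-fold (5.36 to 8.79) higher with TSLP. Ifi27l2a was 18.9-fold (13.1 to 28.2), Maob (chromosome X, 16709282 to 16817366, minus strand) 18.6-fold (12 to 30.1) and the pseudogene Gm8069 15.2-fold (10.1 to 23.8) lower. Several of these values depended on TSLP mature 1. Without it the log2 fold change of Cd79b went from 4.94 to 2.98, that of Stmn1 from 2.94 to 2.33, that of Ifi27l2a from -4.22 to -5.01 and that of Gm8069 from -3.87 to -4.49. Gm8069 shares 49.5% of its 50-base stretches with Tomm5, and Stmn1 36.5% with other genes, so their counts are uncertain. In immature cells, Lif (chromosome 11, 4257557 to 4272514, plus strand) was 102-fold (55.2 to 213), Asb2 (chromosome 12, 103321142 to 103356001, minus strand) 24.5-fold (16.5 to 38.2) and Pilrb1 23.1-fold (13.3 to 43.9) higher with TSLP, the last sharing 31.2% of its stretches with Pilrb2 and Pilra. Scin (chromosome 12, 40059769 to 40134228, minus strand) was 8.77-fold (6.99 to 11.1), Dpp4 (chromosome 2, 62330073 to 62412231, minus strand) 5.63-fold (3.97 to 8.18) and LOC100862455 4.86-fold (4.63 to 5.11) lower. Without IL-3 immature 1, LOC100862455 was no longer called (log2 fold change -1.93, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.074).

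By the fitted log2 difference, among called genes with a mean of at least 10 CPM, the maturation effect differed most for Lypd6, Kbtbd11 and Adam19 in one direction. Except for Kbtbd11, these genes and those of the other direction below had an IL-3 group at 0 or 1 count. Their rank therefore depends on the prior count. Lypd6 (chromosome 2, 50066429 to 50193569, plus strand) was at least 42-fold higher in mature than in immature IL-3-elicited cells, against 2.9-fold (2.2 to 3.87) in TSLP cultures. Kbtbd11 was 65.7-fold higher in mature IL-3-elicited cells, while its difference between the stages of TSLP cultures, 1.53-fold (1.18 to 2) towards immature cells, was not significant (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0505). Adam19 (chromosome 11, 46055992 to 46147343, plus strand), with 1 count in IL-3 immature cells, was 131-fold (23.1 to 5230) higher in mature IL-3-elicited cells and 2.83-fold (2.27 to 3.56) in TSLP cultures. The fitted difference for Adam19 went from 5.12 to 7.08 without IL-3 immature 2. In the other direction, the higher level in immature cells was at least 107-fold against 12.6-fold (7.76 to 21.7) for Pbk, at least 129-fold against 15.1-fold (9.75 to 24.4) for Bub1, and at least 73.9-fold against 13-fold (7.78 to 23.2) for E2f7 (chromosome 10, 110745439 to 110787384, plus strand). With all libraries thinned to the smallest total, the adjusted p of Pbk rose from 0.00659 to 0.0568 (edgeR, Benjamini-Hochberg). On the counts as deposited, that of E2f7 was 0.0492 (edgeR quasi-likelihood test, Benjamini-Hochberg) and lost significance in all fits that left out 1 library except the one without TSLP immature 3 (0.0518 to 0.141).

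Of the 26 genes listed beforehand, 24 were tested. Il10 had 0 counts in all groups, and Kit between 1 and 5 counts per group. Of the 24, 19 differed between IL-3 immature and IL-3 mature cells (20 adjusted over the list alone), 13 between the stages of TSLP cultures (15 adjusted over the list alone), 7 between the mature groups (8 adjusted over the list alone), 9 between the immature groups (11 adjusted over the list alone) and 17 between TSLP mature and IL-3 immature cells (17 adjusted over the list alone). The interaction was significant for 4 (7 adjusted over the list alone). Of the genes behind the sort, Itga2 (chromosome 13, 114833081 to 114932100, minus strand) was at 27.3 ± 4.35 CPM in IL-3 immature, 246.9 ± 59.2 in IL-3 mature, 86.4 ± 4.23 in TSLP immature and 168.2 ± 61.9 in TSLP mature cells. Its log2 fold change between immature and mature cells was -3.18 ± 0.28 in IL-3 cultures (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 1.67e-07) and -0.96 ± 0.254 in TSLP cultures (edgeR, adjusted p 0.0111), with 3 of 3 mature libraries above all immature ones in both. The TSLP call was lost without TSLP mature 2, TSLP mature 3 or TSLP immature 1 (edgeR, adjusted p 0.0758, 0.0578 and 0.0681). Fcer1a (chromosome 1, 173221284 to 173227214, minus strand) was at 1599 ± 15.1 CPM in IL-3 immature and 1023 ± 214 in IL-3 mature cells (log2 fold change 0.64 ± 0.237, edgeR, adjusted p 0.0355), a call that was lost without IL-3 mature 2 or 3 (edgeR, adjusted p 0.1 and 0.112) or IL-3 immature 1, 2 or 3 (0.0555, 0.0661 and 0.0561). In TSLP cultures it did not differ detectably, at 1338 ± 167 and 1263 ± 466 CPM, and the interaction was not significant (log2 difference -0.56 ± 0.334, edgeR, adjusted p 0.397).

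Clec12a (chromosome 6, 129342691 to 129365303, plus strand) fell from 260.7 ± 26.9 CPM in IL-3 immature to 6.26 ± 4.23 in IL-3 mature cells, and from 127.1 ± 16.3 to 5.32 ± 5.92 in TSLP cultures. The log2 fold changes were 5.33 ± 0.498 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 3.23e-07) and 4.54 ± 0.485 (edgeR, adjusted p 4.6e-06), with all immature above all mature libraries. Without IL-3 mature 1 the former was 5.94, and without TSLP mature 1 the latter was 6.11. Cd9 (chromosome 6, 125460266 to 125494791, minus strand) was lower in immature cells with both cytokines, at 318.8 ± 9.66 against 912.7 ± 103 CPM and 539.1 ± 92 against 1080 ± 294 CPM. Transcripts of granule proteases were higher in immature cells. Prss34 (chromosome 17, 25298394 to 25300165, plus strand) was at 19650 ± 2220 CPM in IL-3 immature, 787.8 ± 119 in IL-3 mature, 15070 ± 1260 in TSLP immature and 1211 ± 271 in TSLP mature cells. Mcpt8 (chromosome 14, 56082166 to 56085273, minus strand) was at 16130 ± 479, 4990 ± 685, 8765 ± 239 and 2898 ± 1160 CPM in the same order.

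Among the receptors, Il7r (chromosome 15, 9505788 to 9530176, minus strand), whose product pairs with that of Crlf2 to bind TSLP, was at 8.15 ± 3.14 CPM in IL-3 immature, 251.3 ± 16.6 in IL-3 mature, 34.0 ± 3.66 in TSLP immature and 84.5 ± 8.94 in TSLP mature cells. The difference of its maturation effect between cytokines was 3.65 ± 0.314 on the log2 scale (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 8.35e-06). Crlf2 differed in none of the comparisons between immature and mature cells or between cytokines (edgeR). Il3ra was lower with TSLP in both stages, at 67.7 ± 13.9 against 181.8 ± 3.66 CPM in mature cells (log2 fold change -1.42 ± 0.245, edgeR, adjusted p 0.00117) and 81.3 ± 17.7 against 222.8 ± 73.2 CPM in immature cells (-1.45 ± 0.245, edgeR, adjusted p 0.00127), with 3 of 3 TSLP libraries below all IL-3 libraries. Csf2rb and Csf2rb2, which share 18.4% and 19.4% of their 50-base stretches, are not told apart reliably. Il6 (chromosome 5, 30013114 to 30019981, plus strand) was at 80.3 ± 6.26 CPM in IL-3 immature and 350.3 ± 95.6 in TSLP immature cells (log2 fold change 2.13 ± 0.228, edgeR, adjusted p 2.22e-05, 3 of 3 libraries above), and at 373.5 ± 55.2 and 566.8 ± 121 CPM in IL-3 and TSLP mature cells. For Il4 (chromosome 11, 53602982 to 53618669, minus strand), mature exceeded immature cells in IL-3 cultures, at 53.2 ± 11.6 against 18.9 ± 0.438 CPM (log2 fold change -1.49 ± 0.287, edgeR, adjusted p 0.000506). The interaction for Il4 was not significant over all genes (log2 difference 1.19 ± 0.395, edgeR, adjusted p 0.107) but was when adjusted over the list alone (0.0283).

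**Figure D4:**
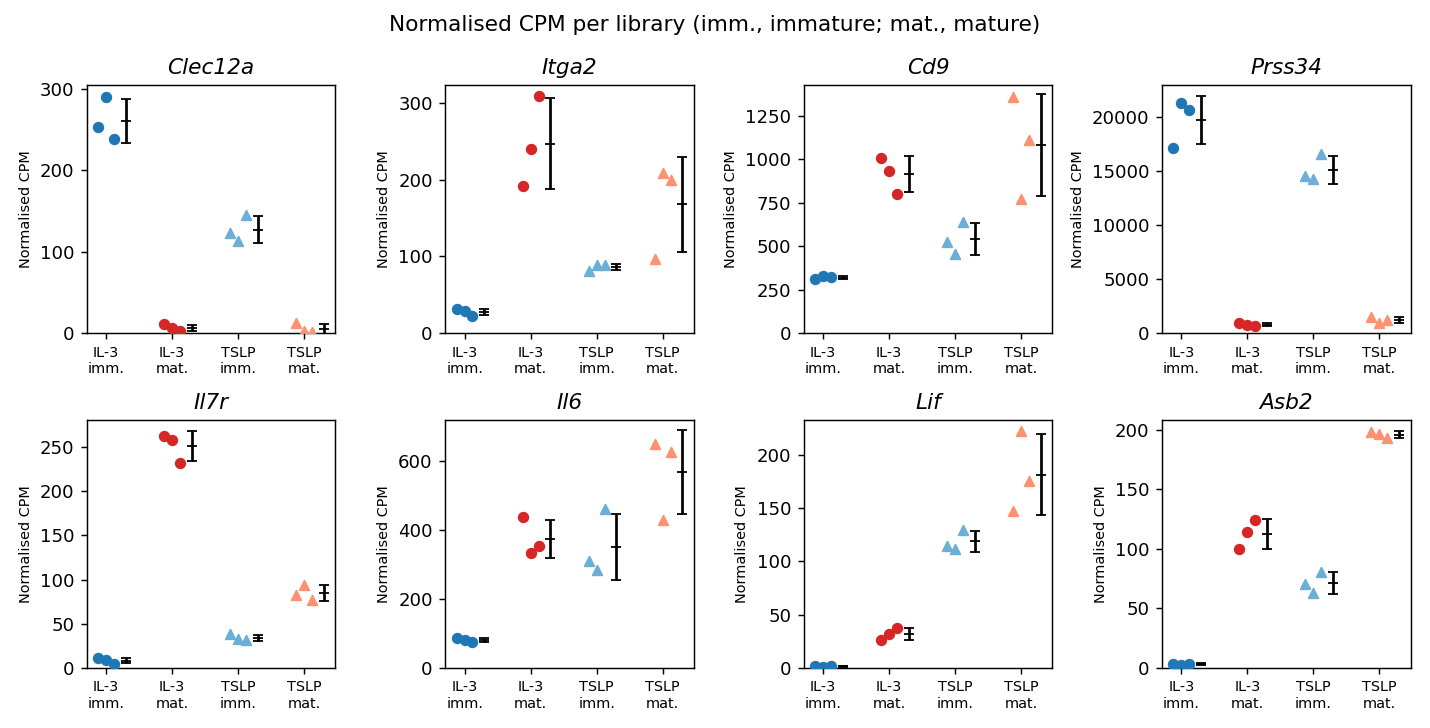
TMM-normalised CPM of 8 named genes by group, on linear axes that start at 0. Points are libraries and bars are mean ± SD (n = 3), and Clec12a, for example, falls from 260.7 to 6.26 CPM in IL-3 and from 127.1 to 5.32 CPM in TSLP cultures.

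Gene lists fixed beforehand were tested for the cell cycle and for targets of STAT5, which both cytokines activate. In IL-3 cultures, S phase and G2/M phase genes were higher in immature cells, with median log2 fold changes of 3.29 and 4.98 (camera, Benjamini-Hochberg adjusted p 3.19e-21 and 3.93e-33) and 37 of 42 and 51 of 54 genes called higher. In TSLP cultures the medians were 2 and 3.43 (camera, adjusted p 6.3e-23 and 1.59e-42). Between cytokines, the lists were higher with TSLP in mature cells (median 0.61 and 1.04, camera, adjusted p 3.08e-05 and 5.84e-06) and lower with TSLP in immature cells (-0.48 and -0.56, camera, adjusted p 2.64e-08 and 1.97e-09). In each of these lists 8 genes had a group at or under 3 counts. With them at their bound, the G2/M medians were 4.92 for IL-3 maturation, 0.96 between mature and -0.56 between immature groups, and the other medians were as given. The STAT5 list was lower in immature cells with IL-3 (median -2.24, camera, adjusted p 7.17e-07) and with TSLP (-0.89, camera, adjusted p 1.56e-05). Between immature groups it was higher with TSLP (median 1.29, camera, adjusted p 7.53e-10, 9 of 12 genes called higher and 0 lower). Between mature groups it did not differ (median 0.16, camera, adjusted p 0.665). All these calls held under fry and under an estimated correlation, except that fry called the STAT5 list higher in TSLP mature cells (adjusted p 0.0164). Cish (chromosome 9, 107296026 to 107302784, plus strand) was at 10.8 ± 3.9 CPM in IL-3 immature and 118.2 ± 24.7 in TSLP immature cells (log2 fold change 3.41 ± 0.24, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 1.77e-07).

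Transcripts of other lineages were summed over marker lists, since a sort can carry over other cells. Such sums cannot tell carried-over cells from transcripts made by the sorted basophils. Mpo of the neutrophil list, for example, was at 713.6 ± 56.4 CPM in IL-3 immature cells and was higher in immature cells of both cultures. Kit, whose product the study used to tell mast cells from basophils, had between 1 and 5 counts per group. Mast cell markers summed to 4219 ± 758 CPM in IL-3 immature, 1782 ± 274 in IL-3 mature, 1820 ± 183 in TSLP immature and 944.4 ± 128 in TSLP mature libraries. Neutrophil markers summed to 3211 ± 123, 492.5 ± 89.6, 1369 ± 105 and 425.2 ± 531 CPM in the same order, macrophage and dendritic cell markers to 481.2 ± 277, 935.6 ± 339, 360.6 ± 9.96 and 1760 ± 1290 CPM, and B cell markers to 8.01 ± 0.815, 2.61 ± 0.606, 36.8 ± 2.03 and 79.6 ± 102 CPM. Eosinophil markers stayed between 24.9 and 80.4 CPM and erythroid markers between 1.76 and 16.1 CPM in group means. The alternative that moved these sums most was leaving out the most abundant gene of a list, under which the mast cell sum of IL-3 immature libraries was 730.8 CPM without Cpa3. Over 24 tests the smallest exact permutation p was 0.1, the lowest possible (0.133 after Benjamini-Hochberg adjustment), so none passed 0.05. TSLP mature 1 decided the spread of its group. It held 197.6 CPM of B cell, 1038 of neutrophil and 3246 of macrophage and dendritic cell markers, and without it the TSLP mature means were 20.6, 118.8 and 1018 CPM.

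**Figure D5:**
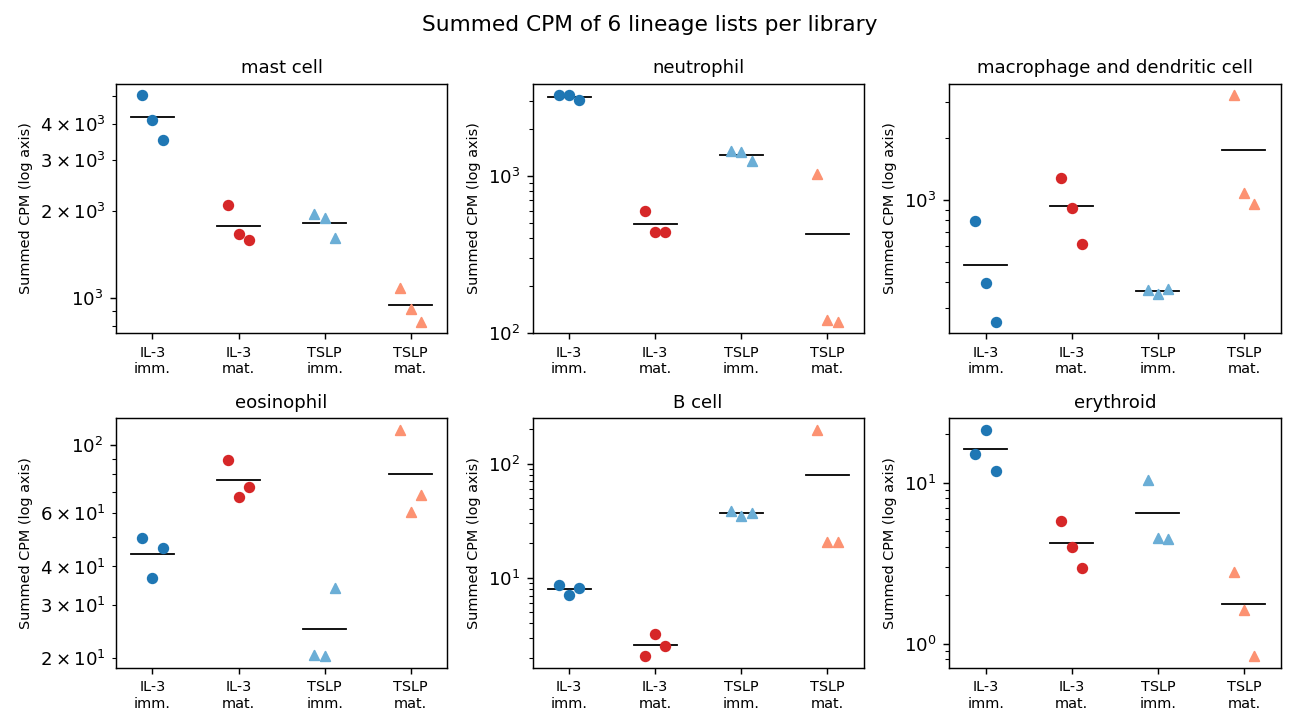
Summed CPM of 6 lineage marker lists by group, on log axes. Points are libraries and each line is the group mean, with no SD drawn, and TSLP mature 1 stands apart from its group in the B cell (197.6 CPM) and neutrophil (1038 CPM) panels.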

Values the study reported

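In cultures of bone marrow cells with graded doses of IL-3, the study reported that the share of basophils rose to about 60% at 0.3 ng/mL. From single-cell RNA sequencing of an IL-3 culture, it reported 5382 differentially expressed genes between the immature-type cluster and the mature-type clusters, of which 4811 were higher in the former and 571 in the latter. Those counts come from single cells and another test, so they do not measure the same quantity as the sorted bulk libraries here.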

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

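The shares of mature-cell RNA implied for the TSLP immature libraries and of immature-cell RNA implied for the TSLP mature libraries, the slope of TSLP on IL-3 maturation effects and every value of it under other settings were tests chosen only after the results were seen.

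The maturation effect differed between the IL-3 and TSLP cultures by a test of the difference itself for 455 genes (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p under 0.05). As large a count came from 7 of the 100 groupings of the libraries that were drawn from 200 possible ones, the real one included. All 6 others left the IL-3 libraries in place and exchanged stages among TSLP libraries, and every drawn grouping that moved an IL-3 library gave 0 genes. Exchanging the stages within a cytokine changes its maturation effect and so makes or removes a difference between cytokines. The count therefore does not decide whether chance can be excluded.

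For the single genes, the differences of log2 maturation effects were 6.89 for Lypd6, 6.54 for Kbtbd11, 5.12 for Adam19, -6.39 for Pbk, -6.34 for Bub1 and -5.74 for E2f7 (edgeR, Benjamini-Hochberg adjusted p 0.00179, 6.76e-07, 0.00124, 0.00659, 0.00251 and 0.0492). Except for Kbtbd11, these are fitted values with a group at 0 or 1 count, so their size depends on the prior count. Of the 455 genes, 35 had a group at 3 counts or fewer and 420 had all groups above. Adam19 went to 7.08 without IL-3 immature 2. Pbk was lost on thinning to the smallest total (edgeR, Benjamini-Hochberg adjusted p 0.0568, fitted difference -5.43). E2f7 was lost under the size factors of DESeq2, on thinning and without ribosomal RNA and mitochondrial genes (edgeR, adjusted p 0.0566, 0.0746 and 0.0566). It was also lost without IL-3 mature 1, 2 or 3 (0.108, 0.141 and 0.121), IL-3 immature 1, 2 or 3 (0.0811, 0.101 and 0.0889), TSLP mature 1, 2 or 3 (0.126, 0.0567 and 0.0518) and TSLP immature 1 or 2 (0.0537 and 0.0873). Pbk shares 4.85% of its 50-base stretches with Gm12387, and the other 5 genes share 0.237% or less. Among the genes listed beforehand, the differences were 2.22 for Itga2, 3.65 for Il7r, 1.29 for Il18r1 and 1.53 for Il6 (edgeR, Benjamini-Hochberg adjusted p 0.00287, 8.35e-06, 0.00853 and 0.0101). Over lists, the median difference was -1.32 for S phase (-1.30 with genes at the floor set to their bound), -1.62 for G2/M phase (-1.52) and 1.45 for STAT5 feedback and target genes (camera, Benjamini-Hochberg adjusted p 2.06e-17, 4.56e-20 and 1.89e-09). These list results held under fry and under an estimated correlation.

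A candidate technical source of the smaller TSLP effects is mature cells in the TSLP immature gate. The implied shares take pure TSLP immature cells to be at the level of IL-3 immature cells, that is, without a cytokine effect. On that assumption, 68 genes higher in TSLP mature than in IL-3 immature cells implied a median share of 25.9%. The 110 genes lower there implied 52.2%, a difference of -26.3 percentage points. A single share without any cytokine effect is therefore argued against. A cytokine effect common to both stages can also make the medians differ, so a share beside such an effect is not excluded. In single libraries the shares were 22.5% to 30.5% and 49.4% to 58.9%. The difference was -27.4, -27.7 and -26.2 points under other scalings, and a factor of 1.32 between libraries would be needed to remove it, 0.40 on the log2 scale, where other scalings moved the median of all genes by at most 0.068. A share of mature cells stays open as a part of the cause, or as the whole of it beside a common cytokine effect. It cannot be told apart from cells in an intermediate state. The lower median of 25.9% is no estimate of this share, since the lower quartile of the 68 genes was 17.2%.

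Immature cells in the TSLP mature gate were examined in the same way. Here pure TSLP mature cells were taken to be at the level of IL-3 mature cells. On that assumption, 49 genes higher in TSLP immature than in IL-3 mature cells implied a median share of 5.62%. The 19 genes lower there implied 63.7%, a difference of -58.1 percentage points. A single share without any cytokine effect is therefore argued against, while a share beside a cytokine effect common to both stages is not excluded. In single libraries the shares were 4.16% to 7.77% and 68.5% to 90.4%. A share of immature cells stays open as a part of the cause, or as the whole of it beside a common cytokine effect. It cannot be told apart from a TSLP mature state that keeps some immature transcripts. Other cells in both gates at once were not tested.

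Depth, carried-over cells in TSLP mature 1, GC content and length, and measurement error were argued against by the slope, which was 0.54 over all tested genes. It stayed at 0.547 with all libraries thinned to 1 total, against a difference in depth, and at 0.572 without TSLP mature 1, against carried-over cells in that library. After correction of each library for GC content and transcript length it was 0.538 (0.541 before, over the 10259 genes with both values, 94.5% of those tested), and the interaction was then significant for 858 genes, 466 of them among the 474 called before. Dividing by the reliability of the IL-3 effects, 0.941, gave 0.575, so measurement error in the IL-3 effects does not bring the slope to 1. A dependence of maturation on the cytokine, which the design names, remains open beside shares of cells of the other stage in either gate. It was not tested apart from them.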

How the results depend on the processing

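Chosen only after the data were seen were the fits without ribosomal RNA and mitochondrial genes and all alternatives for the slope. The other alternatives were fixed before the data were examined and all were run, but not for every result. Named genes were run under the size factors and the test of DESeq2, thinning and the replicate block. They were also run without ribosomal RNA and mitochondrial genes and with single libraries left out. DESeq2 gave no adjusted p for Cd79b between mature groups and for Ngp in TSLP cultures, which therefore have no value there. Tlr4 has none for the stages of either culture on thinning, where it no longer passed the filter on low counts.

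Counts of differentially expressed genes for IL-3 immature against mature cells (4179 to 5318), TSLP mature against IL-3 immature cells (4562 to 5805) and the 4-group test (5337 to 7263) stayed within 1.5 times of 5020, 5492 and 6605 under every alternative run, single libraries left out included. For the stages of TSLP cultures, the count was 1774 to 3456 with 1 library left out (1774 without TSLP immature 1) and 1985 to 3090 otherwise. Between mature groups it was 1658 to 2968 with 1 library left out (1658 without IL-3 mature 2), and 1714 when only the 6 compared libraries were fitted, the cause of which was not tested. Between immature groups it was 588 to 1249 with 1 library left out, with 710 and 738 without IL-3 immature 1 and 2 and 939, 955 and 588 without TSLP immature 1, 2 and 3, and 1218 to 1893 otherwise. The interaction gave 240 to 723 genes with 1 library left out, with 240 and 284 without IL-3 mature 2 and 3, 267 without IL-3 immature 2, 282 and 273 without TSLP immature 1 and 2, and 723 without TSLP mature 1, and 313 (thinned) to 674 (no filter) otherwise. Fewer libraries explain lower counts by construction. The cause of the rise without TSLP mature 1 was not tested.

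Chance could not be excluded by other splits for the 5 comparisons of 3 against 3 libraries, where 1 of the 10 splits gave as many genes each time and the share can never be below 0.1. The next largest counts were 0 for IL-3 maturation, 164 for TSLP maturation, 16 between mature groups, 0 between immature groups and 0 for TSLP mature against IL-3 immature cells. For the 4-group test 1 of 100 drawn splits gave as many genes (next 2813), which excludes chance.

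Between mature groups, 51.1% of calls were higher with TSLP. This share was 40.6% when TMM was recomputed on uncalled genes and 40.5% without ribosomal RNA and mitochondrial genes. Which direction held more genes was not stable in any of the 5 pairwise comparisons or in the interaction. Over the counts given in the report and all alternatives run, single libraries left out included, the share higher in the group named first was 47.5% to 54.7% for IL-3 immature against mature, 48.6% to 60.6% for TSLP immature against mature, 38.3% to 51.7% for TSLP against IL-3 mature, 44.8% to 61.7% for TSLP against IL-3 immature and 45.8% to 53.5% for TSLP mature against IL-3 immature cells. For the interaction, 45.8% to 66% of the differences were positive, the highest without TSLP mature 1. For TSLP maturation, 1328 genes were higher in immature and 1403 in mature cells, against 1508 and 1212 without ribosomal RNA and mitochondrial genes, 1364 and 984 with the filter of 10 CPM and 2095 and 1361 without TSLP mature 1. Between immature groups, 802 genes were higher and 641 lower with TSLP, against 667 and 712 with TMM recomputed, 693 and 714 with the size factors of DESeq2 and 769 and 948 with no filter. The cause was not tested. With all 12 libraries fitted, medians over all genes moved by over 0.1 for TSLP mature against IL-3 immature cells with TMM recomputed (-0.114) and with the filter of 10 CPM (-0.136), and for IL-3 maturation with that filter (0.102). The median for TSLP mature against IL-3 immature cells also went from 0.074 to between -0.009 and -0.055 with 1 library left out.

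The correlation of maturation effects moved from 0.837 to 0.885 among genes of at least 10 CPM and to 0.826 without cell-cycle genes, and lay between 0.795 and 0.823 with 1 library left out, the cause of which was not tested. The slope was 0.537 to 0.557, and 0.507 to 0.572 with 1 library left out. Positions on the maturation axis moved by less than the spread between replicates, from 0.23 to 0.269 for TSLP immature and from 0.79 to 0.838 for TSLP mature cells. Of 120 alternative gene list tests 119 kept their call, and fry called the STAT5 list higher in TSLP mature cells (adjusted p 0.0164).

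Whether same-numbered libraries deviate together was not settled. Their deviations from the group means correlated above 0.1 in 7 of 18 pairs (-0.077 to 0.388). Between the stages of a cytokine, r was -0.077 to 0.085 in IL-3 and 0.063 to 0.365 in TSLP cultures. No comparison with differently numbered libraries is given, so pairing by number is neither shown nor excluded. With the replicate number as a block, the counts were 5251 and 3067 for the stages in IL-3 and TSLP cultures, 2853 between mature and 1893 between immature groups, 5682 for TSLP mature against IL-3 immature cells, 556 for the interaction and 6824 for the 4-group test, and the correlation was 0.836. With a block within each cytokine the first, second and interaction counts were 5175, 3090 and 614.

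Over 82 combinations of named gene and comparison, 879 of 958 alternatives kept direction and call, 79 lost the call and 0 reversed. In 64 combinations every alternative run kept the call. Apart from genes given above, calls lost without 1 library were those of Fcer1g in IL-3 cultures, Cd200r3, Il6 and Ms4a2 in TSLP cultures, Mcpt8, Prss34, Il1rl1 and Il18r1 between mature groups, and Cd9, Mcpt8, Csf2rb and Il18r1 between immature groups. Of these, Fcer1g was also lost with DESeq2 (Benjamini-Hochberg adjusted p 0.0718), with its size factors in edgeR (0.0819) and without ribosomal RNA and mitochondrial genes (0.0523), Prss34 with those size factors, on thinning and without those genes (0.0549, 0.0537 and 0.0603), and Il1rl1 on thinning (0.0705). For Fcer1g the adjusted p (edgeR, Benjamini-Hochberg) was 0.0999, 0.125 and 0.12 without IL-3 mature 1, 2 and 3 and 0.191, 0.088 and 0.11 without IL-3 immature 1, 2 and 3. For Il6 it was 0.0774 and 0.0998 without TSLP mature 1 and 3, and 0.149 and 0.176 without TSLP immature 1 and 2. For Cd200r3 it was 0.0546, 0.0754 and 0.0728 without TSLP mature 3 and TSLP immature 1 and 2, and for Ms4a2 0.0546, 0.053 and 0.0521 without TSLP mature 3 and TSLP immature 1 and 3. Between mature groups, that of Prss34 was 0.171 and 0.204 without IL-3 mature 2 and 3, and 0.137 and 0.0935 without TSLP mature 1 and 3. That of Mcpt8 was 0.092 and 0.0551 without IL-3 mature 1 and 2, and 0.087 and 0.0929 without TSLP mature 2 and 3. That of Il1rl1 was 0.0506, 0.075 and 0.122 without IL-3 mature 1, 2 and 3, and 0.0562 without TSLP mature 1, and that of Il18r1 was 0.05 without IL-3 mature 2. Between immature groups, that of Cd9 was 0.0874, 0.0975 and 0.0755 without IL-3 immature 1, 2 and 3, and 0.0835 and 0.152 without TSLP immature 1 and 3. That of Mcpt8 was 0.0598, 0.0617 and 0.0524 without IL-3 immature 1, 2 and 3, and 0.0648, 0.0727 and 0.0985 without TSLP immature 1, 2 and 3. That of Csf2rb was 0.0798, 0.0526 and 0.118 without IL-3 immature 2 and 3 and TSLP immature 3, and that of Il18r1 was 0.0925 and 0.0519 without IL-3 immature 1 and 2, and 0.0824 and 0.0848 without TSLP immature 1 and 3.

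Without the most abundant gene of a list, mast cell sums were 730.8, 344.6, 289.2 and 225.1 CPM in IL-3 immature, IL-3 mature, TSLP immature and TSLP mature libraries, and neutrophil sums were 1030, 350.1 and 455 CPM in the first 3 of these groups. The sum was 224.4 CPM for macrophages and dendritic cells in TSLP immature and 27.3 CPM for eosinophils in IL-3 mature libraries. B cell sums were 2.21, 1.76 and 19.3 CPM in IL-3 immature, IL-3 mature and TSLP immature, and erythroid sums 5.87, 0.784 and 0.374 CPM in IL-3 immature, TSLP immature and TSLP mature libraries. These follow from the removal by construction. With TMM library sizes, which rescale whole libraries, sums moved to 2832 CPM for neutrophils and 7.04 for B cells in IL-3 immature, and to 387.1 for macrophages and dendritic cells and 39.5 for B cells in TSLP immature libraries.

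Thinning to the smallest total lowered the interaction count from 455 to 313, so depth limits how many such genes are called.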

Other observations

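The tests on TSLP mature 1, on ribosomal RNA and on STAT5 genes were chosen only after the results were seen.

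TSLP mature 1 held more transcripts of other lineages than TSLP mature 2 and 3, with marker sums 9.59 times (B cell), 8.74 times (neutrophil), 3.19 times (macrophage and dendritic cell), 2.28 times (erythroid), 1.74 times (eosinophil) and 1.24 times (mast cell) the mean of the other libraries of its group. A swap with a library of another group is argued against, since its mean Pearson r with the other TSLP mature libraries was 0.93, above that with any other group (next 0.907 with IL-3 mature), and its positions on the stage and cytokine axes were 0.772 and 0.648. The smaller ribosomal RNA share of the library raises every other gene by a factor of 1.24 against the mean of the other 2 libraries and of at most 1.27 against either. This is below the 3.19 of the least raised of the B cell, neutrophil, and macrophage and dendritic cell lists, but it is as large as the rise of the mast cell list, which it can account for. Carried-over cells of other lineages remain a candidate explanation: of 35 list genes of B cells, neutrophils, and macrophages and dendritic cells, 30 were at least 2 times higher in TSLP mature 1 than in both others (85.7%, against 7.51% of all tested genes). The most abundant in TSLP mature 1 were Lyz2 at 936.3 CPM against 232.5 and 228.3, Cd74 at 709 against 214.6 and 191.8 and Ctss at 502.8 against 118 and 85.9 among macrophage and dendritic cell genes, S100a9 at 293.7 against 8.96 and 4.17 among neutrophil genes, and Cd79b at 72.9 against 6.78 and 7.79 among B cell genes. Of the list genes, 1 of 9 B cell, 9 of 12 neutrophil, 10 of 15 macrophage and dendritic cell, 3 of 9 eosinophil, 2 of 11 mast cell and 1 of 8 erythroid genes were also at 10 CPM or more in another group, and 0 were on another list. No biological explanation was tested for a single library.

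Ribosomal RNA took a larger share of counts in TSLP than in IL-3 libraries, 32.3% ± 7.86 against 21.3% ± 3.78 (n = 6 each). More RNA without a poly(A) tail in the TSLP libraries is a candidate explanation, since the other 4 such RNAs examined were also higher with TSLP, by a median ratio of 3.26. The ratios were 3.46 for Rn7sk, 3.07 for Rn7s1, 3.82 for Rmrp and 1.98 for Rpph1 (exact permutation tests, p = 0.00866, 0.00649, 0.0108 and 0.0173, adjusted p = 0.0144, 0.0144, 0.0144 and 0.0173). These tests also take all 12 libraries as independent, which fails if both fractions were sorted from the same cultures. With 3 cultures per cytokine, p could not be below 0.1. A relation to depth is left open by the few libraries. Within TSLP libraries Spearman's rho of the share with the library total was -0.657 (exact permutation p = 0.175, adjusted over 4 relations 0.412) and Pearson's r -0.304 (p = 0.408, adjusted 0.544), or -0.623 without the 2 farthest libraries. Within IL-3 libraries rho was 0.143 (exact p = 0.803, adjusted 0.803) and r 0.602 (exact p = 0.206, adjusted 0.412), or -0.741 without the 2 farthest. Since the difference follows the cytokine, an effect of the cytokine and one of library preparation cannot be told apart.

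In immature cells the STAT5 list was higher with TSLP than with IL-3. Whether a single share of mature cells could explain this cannot be told apart from a separate response, because the shares implied by 10 single STAT5 genes spanned 54.7 percentage points, from 16.6% (Dusp6) to 71.3% (Il2ra), with a median of 38.5% and SDs up to 46.4 points over 3 libraries. Among genes with a smaller SD, Dusp6 (16.6% ± 2.55) and Socs3 (18.1% ± 3.84) lay below Pim2 (44.3% ± 8.75) and Cish (47.9% ± 11). That goes against a single share without any cytokine effect, but these are single genes chosen after their values were seen. A share beside a cytokine effect common to both stages is not excluded by these values. A different strength of STAT5 signalling under the 2 cytokines was not tested.

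Between IL-3 immature and mature cells, 2404 genes were higher in immature cells. That is lower than the number quoted from the study above, which was counted in single cells with another test. For mature cells the number here was 2616. That is higher than the one quoted.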
